A study of Zea mays with 18 samples.

How the data were processed

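Small RNA sequencing libraries from anthers of the maize inbred line W23 were analysed from tables of sequence tags. Per the labels, 4 libraries came from single fixed whole anthers and 14 from cells collected by laser capture microdissection, in which a laser separates chosen cells from a tissue section under a microscope. The captured cells were meiocytes, the cells that undergo meiosis, the tapetum, the cell layer that surrounds them, and the outer cell layers of the anther wall. Anthers were 1.5 or 2.0 mm long, which sets the developmental stage. Per the labels' protocols, libraries were made from total RNA with a kit for very low RNA input (RealSeq-AC), more RNA entered the whole-anther libraries than the captured-cell libraries, and sequencing was single-end on an Illumina NextSeq.

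Each deposited file lists distinct sequence tags and a whole-number count of reads per tag; the authors' counts were not normalized, which was checked from the values. Adapter trimming, the length limits of the tags and the software that made the tables were not stated in the labels' protocols. The tags were 18 to 34 nt long in all 18 libraries. The counts were used as deposited. No reference genome or microRNA sequences were used here, so tags were not assigned to loci, and the comparisons of phased loci and of microRNAs that had been laid down were not run. In their place the planned comparisons of 24-nt tags, the length class of the phased small interfering RNAs named in the title of the series, were extended to all pairs of captured cell types, to the stages and to the change of the meiocyte and tapetum difference between stages.

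Groups followed the labels: 4 tissues at 2 stages gave 8 groups, with 3 libraries each for meiocytes and tapetum at 2.0 mm and 2 libraries for each of the other groups. Replicate numbers also came from the labels and were the source of every pairing, in which libraries of 1 stage (or 1 tissue) with the same number form a block. The labels do not say whether equal numbers mean the same plant or capture. Pairing was checked by the correlation of same-numbered libraries' deviations from their group means over 24-nt tags. Where that correlation was below -0.1, numbers were also crossed. The deposited tables carry a library number whose first 2 digits, 89, 97 or 98, split the libraries into 3 series of 6, 7 and 5. Series 89 held only 2.0 mm libraries, series 98 only 1.5 mm libraries, and series 97 held both stages. This number was treated as a library batch. Outer layers and same-numbered meiocytes or tapetum lay in different series for replicate 1 at 1.5 mm and replicate 2 at 2.0 mm. The replicate block therefore mixes tissue with series in those pairs. The 12 replicate pairs were compared by a chi-square statistic of their counts per degree of freedom, which ran from 4.97 to 507, so no pair agreed within sampling noise and each library was counted once.

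Shares were computed per library as percent of the reads of 18 to 30 nt. The 3 measures laid down were the share of 24-nt reads, the share of 21-nt reads and the share of 24-nt reads that start with A. A further measure, chosen after the data were seen, was the share of 24-nt reads that fell in the 1000 tags with the highest mean level in the 4 whole anthers. Confidence intervals of shares are 95% Wilson intervals, and the smallest share a library can show was taken as 3 reads. The reads carry no molecular identifiers, so intervals and floors cover counting error only. Differences between groups are the mean over strata (stages, or tissues for the stage comparison) of the difference of group means, in percentage points. They were tested with two-sided exact permutation tests that enumerated all exchanges of libraries within strata. Blocked differences were tested with an exact sign-flip test of the paired differences, and batch differences with the exact permutation test inside strata of stage or tissue and library series. Benjamini-Hochberg adjustment covered 14 share tests, 10 of them laid down and 4 added. On simulated data, 5.3% of 1000 draws without a difference and 97.3% of 1000 draws with a shift of 3 SD had a p of at most 0.05.

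For single tags, 24-nt tags with a mean of at least 5 reads over all libraries were tested with edgeR's quasi-likelihood test. The fit held all 8 groups, the library size was the number of 18 to 30 nt reads, and the Benjamini-Hochberg adjusted p threshold was 0.05. After 2 tags with an unread base were left out, 19601 tags entered. The test was tried on counts simulated for the same 19601 tags, of which 200 were changed. With the spread estimated from the libraries, it recovered 0 of 200 tags changed by 8-fold and 0 of 200 changed by 32-fold. With a dispersion of 0.1 it recovered 196 of 200 tags changed by 8-fold among 204 calls, 8 of them false. With no tag changed it made 0 calls at either spread.

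The rule for named tags was, for meiocytes against tapetum at each stage, up to 3 tags per direction with the largest log2 fold change among those with an adjusted p under 0.05, a mean of at least 10 RPM, that is 10 reads per 1000000 reads of 18 to 30 nt, and no overlap between replicates, together with the 3 tags of highest mean level. No tag met the first part. The microRNA families named in the rule were not analysed here. Other tags named in the text were chosen after their values were seen, and the text says so.

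The groups, the main tests, the rule for named tags and most alternatives were chosen before the data were examined. Alternatives for shares were a total of 20 to 24 nt reads, distinct tags in place of reads, the 10 most abundant tags of each library left out, each replicate left out in turn, a replicate block and a library number block. Alternatives for tags were TMM factors, 20 to 22 nt reads as library size, DESeq2, a mean of at least 50 reads, only the groups compared in the fit, the same blocks and each replicate left out in turn. Chosen after seeing the data were the crossed replicate block, 24-nt reads as library size, a mean of at least 1 read, smaller and A-only whole-anther sets, and the removal of tags like the library adapters. A tag was called like the 3′ adapter when at most 2 of its first 15 bases differed from the Illumina small RNA 3′ adapter, and like the 5′ adapter when at most 2 of its last 15 bases differed from the end of the 5′ adapter. Both adapter sequences were taken from general knowledge and not from the labels. Software was Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9, R 4.3.3, edgeR 4.0.16 and DESeq2 1.42.0.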

Results

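Small RNA levels were compared among whole anthers, meiocytes, tapetum and outer cell layers of maize W23 anthers of 1.5 and 2.0 mm. The title of the series concerns movement of 24-nt phased small interfering RNAs, which are processed at regular intervals from longer transcripts, from tapetal to meiotic cells. The questions addressed here were how 24-nt and 21-nt reads were distributed over the cell types and the stages. The 18 libraries held from 1707066 to 24346709 reads, with a median of 10308186. Whole anthers had from 10994111 to 24346709 reads and captured cells from 1707066 to 16532597. The shallowest group was the outer layers at 1.5 mm, with a mean of 2324754.5 ± 873543 reads (SD, n = 2). Reads of 18 to 30 nt, the total for all shares, numbered from 1181174 to 23412525 per library. At this depth the widest 95% Wilson interval of a 24-nt share spanned 0.0935 percentage points, and 3 reads corresponded to at most 2.54 RPM (reads per 1000000 reads of 18 to 30 nt).

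The 24-nt class dominated whole anthers but not the captured cells. It made up 67.3% ± 4.86 (SD, n = 2) of the reads in whole anthers of 1.5 mm and 76.2% ± 2.06 (n = 2) in those of 2.0 mm. In the 14 captured-cell libraries it ranged from 6.41% to 46.9%, with a median of 8.07%, and did not overlap the whole anthers at 63.8% to 77.6%. This comparison was added after the data were seen. The difference was 59.6 points (two-sided exact permutation test, p = 0.000794, the smallest p this design allows, adjusted p = 0.0111, 4 against 14 libraries). Within library series it was 63.1 points in series 97 and 54.2 points in series 98 at 1.5 mm, and 66.0 points in series 89 and 51.2 points in series 97 at 2.0 mm. The difference stayed between 57.9 and 61.9 points when single libraries were left out. The alternative that moved it most was the share of distinct tags in place of reads, at 44.0 points. Captured cells also held more reads longer than 30 nt, from 9.73% to 43.6% of all reads against 3.84% to 9.11% in whole anthers.

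**Figure D1:**
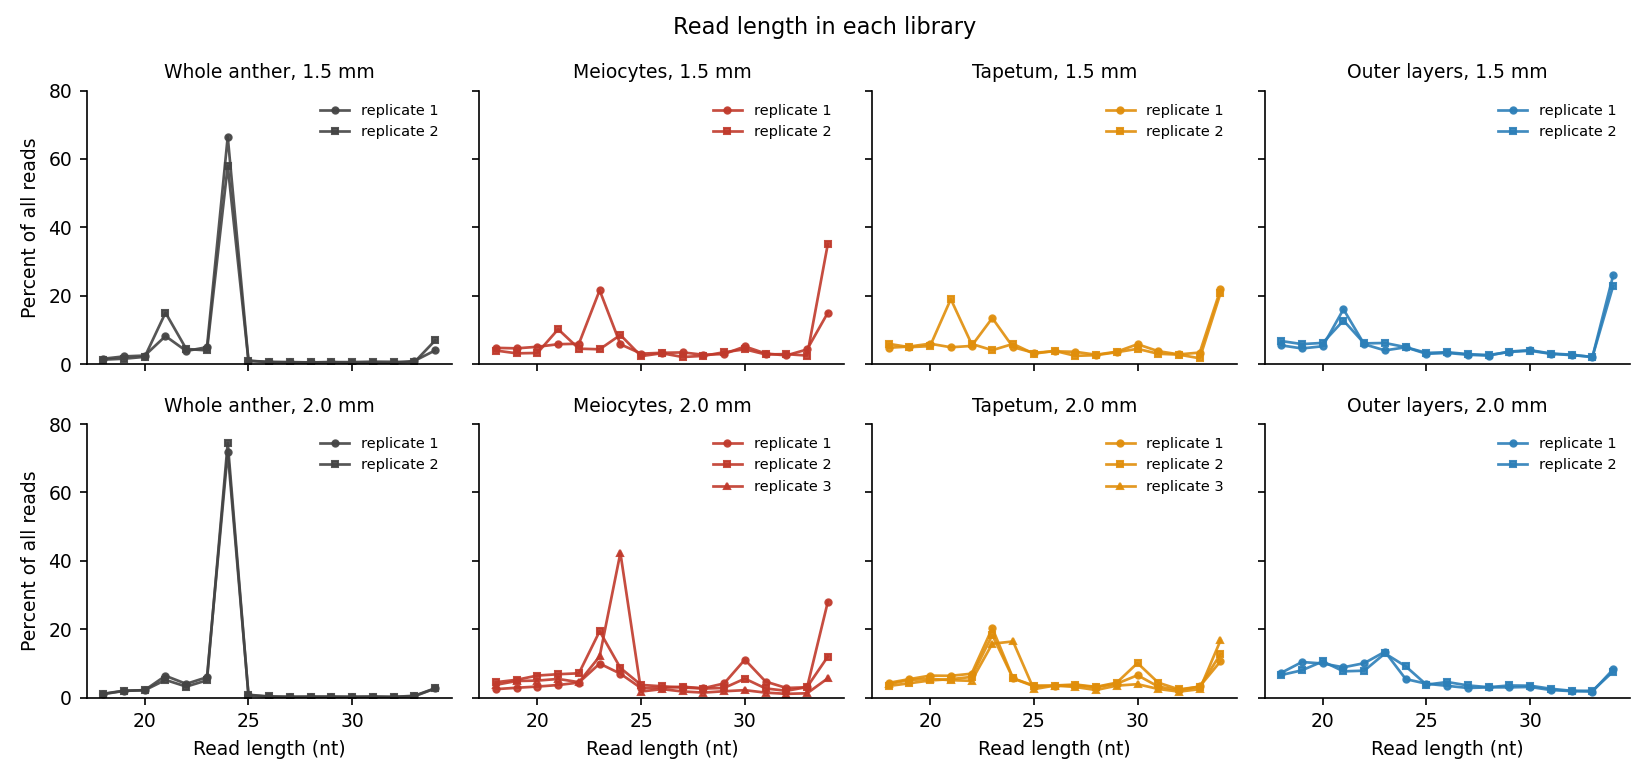
Share of all reads (y axis, percent) at each read length from 18 to 34 nt (x axis, nt), with 1 panel per group and 1 line per library. Whole anthers peaked at 24 nt with 58.0% to 74.5% of all reads, whereas the highest captured-cell libraries at that length were meiocyte and tapetum replicate 3 at 2.0 mm with 42.3% and 16.5%; 34-nt reads reached 35.2% in meiocyte replicate 2 at 1.5 mm.

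Among captured cells the meiocytes had the highest mean 24-nt share at both stages. The share was 11.5% ± 5.22 (SD, n = 2) in meiocytes, 7.83% ± 0.689 (n = 2) in tapetum and 7.39% ± 0.212 (n = 2) in outer layers at 1.5 mm. At 2.0 mm it was 23.1% ± 20.6 (n = 3) in meiocytes, 12.01% ± 8.30 (n = 3) in tapetum and 8.59% ± 3.08 (n = 2) in outer layers. The large SDs at 2.0 mm came from series 97, whose meiocyte library stood at 46.9% and whose tapetum library stood at 21.6%. Meiocytes exceeded tapetum by 7.39 points (two-sided exact permutation test, p = 0.25), with overlap between their libraries at both stages. Without the meiocyte library at 46.9% the difference was 1.44 points. Same-numbered meiocyte and tapetum libraries deviated together, with correlations of 0.781 at 1.5 mm and 0.446 at 2.0 mm over 24-nt tags. All 5 such pairs also shared a library series, so number and series could not be separated in this check. Meiocytes were higher in 5 of 5 same-numbered pairs, by 8.13 points with the replicate block (exact sign-flip test, p = 0.0625, the smallest p that 5 pairs allow). With the library number block the difference was 9.17 points (exact permutation test, p = 0.0417, the smallest p this block allows), with 0.473 and 6.88 points in series 97 and 98 at 1.5 mm and 3.999 and 25.3 points in series 89 and 97 at 2.0 mm.

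Meiocytes exceeded outer layers by 9.32 points (exact permutation test, two-sided, p = 0.217) and did so without overlap between libraries at both stages. With the replicate block the difference was 3.37 points in 4 of 4 pairs (exact sign-flip test, p = 0.125, the smallest p that 4 pairs allow). That block leaves out the meiocyte and tapetum replicates 3 of 2.0 mm, which have no outer-layer partner. Its outer-layer pairs of replicate 1 at 1.5 mm and replicate 2 at 2.0 mm join different library series. With the library number block it was 16.3 points (exact permutation test, p = 0.0556, the smallest p this block allows). Tapetum and outer layers differed by 1.93 points (exact permutation test, p = 0.733), and by -0.464 points with the replicate block (exact sign-flip test, p = 0.875), a value that leaving out tapetum replicate 3 of 2.0 mm gave without any block. With the library number block tapetum exceeded outer layers by 4.19 points (exact permutation test, p = 0.0556, the smallest p this block allows), by 0.926 points in series 98 at 1.5 mm and by 0.81 and 10.8 points in series 89 and 97 at 2.0 mm. Same-numbered outer-layer libraries did not deviate together with the other cell types, with correlations of -0.205 and 0.00277 to meiocytes and -0.15 and 0.00746 to tapetum at 1.5 and 2.0 mm. The outer layers of 1.5 mm lay wholly in series 98, so the tissue and the series could not be separated against cells of series 97 at that stage. In the 4 captured-cell libraries of series 98, from 5.26% to 23.04% of the 24-nt reads were like the 5′ adapter. Without such tags, an alternative chosen after the data were seen, meiocytes exceeded outer layers by 9.76 points (exact permutation test, p = 0.183). Without tags like the 3′ adapter, an alternative also chosen then, the libraries overlapped at 1.5 mm. Meiocyte replicates 1 and 2 then stood at 7.82% and 17.4%, and outer layers at 9.11% and 8.11%.

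**Figure D2:**
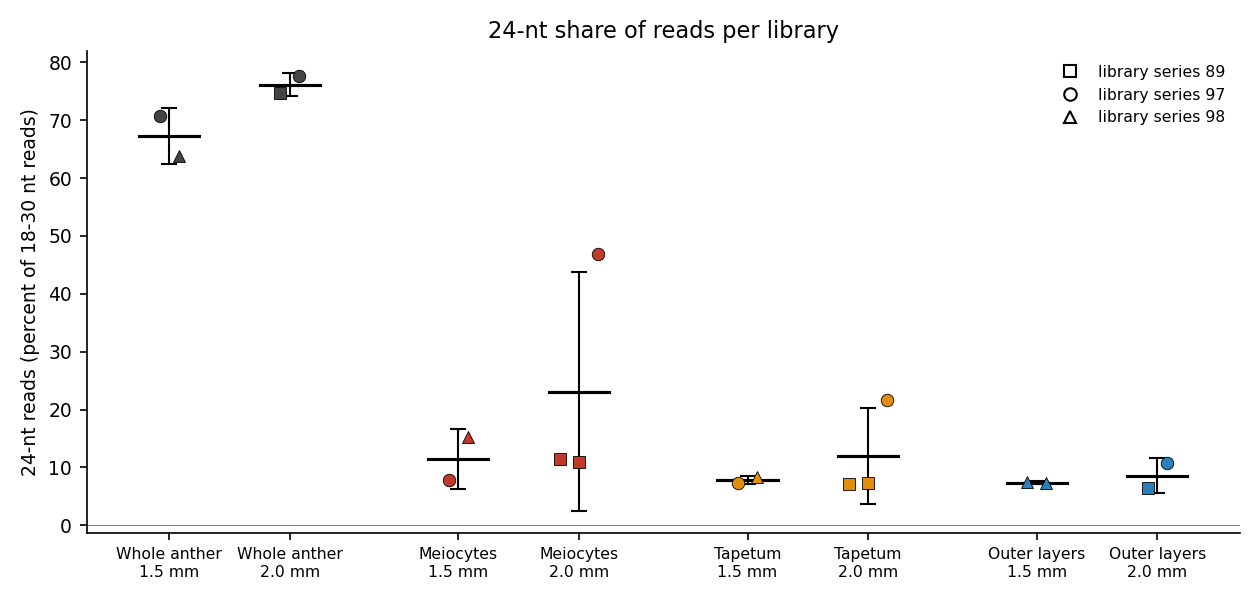
Share of 24-nt reads (y axis, percent of 18 to 30 nt reads) per library in the 8 groups (x axis); points are libraries, with squares for series 89, circles for series 97 and triangles for series 98, and lines with bars give the group mean ± SD. Whole anthers sat between 63.8% and 77.6%, and the highest captured-cell libraries were the series 97 meiocytes at 46.9% and tapetum at 21.6%, both at 2.0 mm.

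Between stages, the 24-nt share was 6.47 points higher at 2.0 mm than at 1.5 mm over the 4 tissues (two-sided exact permutation test, p = 0.109). The library number block, which left only series 97 with both stages, gave 20.1 points (exact permutation test, p = 0.25, the smallest p this block allows). Inside series 97 the rise was 39.1 points in meiocytes, 14.2 points in tapetum and 6.91 points in whole anthers, each from 1 library per stage. With the replicate block the difference was 2.30 points, positive in 4 of 8 pairs (exact sign-flip test, p = 0.3125). Same-numbered libraries of different stages did not deviate together, with a correlation of -0.571 for whole anthers and of -0.00688, -0.045 and -0.0353 for meiocytes, tapetum and outer layers.

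The 21-nt share fell between stages in the pooled libraries. At 1.5 mm it was 12.7% ± 5.53 (SD, n = 2) in whole anthers, 13.002% ± 7.30 (n = 2) in meiocytes, 16.96% ± 13.6 (n = 2) in tapetum and 21.4% ± 4.17 (n = 2) in outer layers. At 2.0 mm it was 6.07% ± 0.874 (n = 2) in whole anthers, 6.95% ± 1.45 (n = 3) in meiocytes, 7.28% ± 0.638 (n = 3) in tapetum and 9.74% ± 0.973 (n = 2) in outer layers. The difference was -8.51 points (two-sided exact permutation test, p = 0.00167, adjusted p = 0.0117 over 14 tests). It was -8.34 points with the replicate block, lower in 7 of 8 pairs (exact sign-flip test, p = 0.0156). Within series 97 it was -1.73 points in meiocytes, -0.553 points in tapetum and -3.31 points in whole anthers. Tags like the 3′ adapter made up 63.0% to 77.6% of the 21-nt reads of the 4 captured-cell libraries in series 98 and 1.57% of those of its whole anther. Without those tags the stage difference was -1.24 points (exact permutation test, p = 0.45). It was then -6.49 points in whole anthers, -0.0593 points in meiocytes, -0.328 points in tapetum and 1.93 points in outer layers, against -6.60, -6.05, -9.68 and -11.7 points with them.

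Among captured cells, the 21-nt share of meiocytes differed by -2.14 points from tapetum (two-sided exact permutation test, p = 0.633) and by -5.61 points from outer layers (p = 0.05, without overlap between libraries at both stages). Tapetum differed from outer layers by -3.47 points (exact permutation test, p = 0.517). With the replicate block these differences were -1.78, -5.40 and -3.34 points (exact sign-flip tests, p = 0.4375, 0.125 and 0.625). None passed 0.05 after adjustment over 14 tests. Within series, meiocytes differed from outer layers by -3.28 points in series 98 at 1.5 mm and by -3.05 and -2.94 points in series 89 and 97 at 2.0 mm. Tapetum differed from outer layers by 5.15, -2.89 and -2.28 points in the same strata, and by -0.00443 points over them (exact permutation test, p = 1). Meiocytes differed from tapetum by 0.52 and -8.43 points in series 97 and 98 at 1.5 mm and by -0.165 and -0.655 points in series 89 and 97 at 2.0 mm. Without tags like the 3′ adapter, tapetum differed from outer layers by -1.29 points (exact permutation test, p = 0.0333), with -0.161 points at 1.5 mm and -2.42 points at 2.0 mm. Meiocytes then differed from outer layers by -0.628 points at 1.5 mm and -2.62 points at 2.0 mm, against -8.44 and -2.78 points with those tags. At 1.5 mm their libraries then overlapped, at 7.84% and 6.08% in meiocytes and 7.36% and 7.81% in outer layers.

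The first base of 24-nt reads followed the library series rather than the groups. The share starting with A was 62.9% ± 40.9 (SD, n = 2) in whole anthers, 59.5% ± 46.3 (n = 2) in meiocytes, 56.5% ± 48.7 (n = 2) in tapetum and 22.8% ± 2.92 (n = 2) in outer layers at 1.5 mm. At 2.0 mm it was 87.2% ± 5.67 (n = 2) in whole anthers, 91.1% ± 2.44 (n = 3) in meiocytes, 88.7% ± 3.52 (n = 3) in tapetum and 89.3% ± 2.86 (n = 2) in outer layers. All 13 libraries of series 89 and 97 had between 83.1% and 93.9%, and the 5 libraries of series 98 had between 20.8% and 33.9%. The pooled stage difference was 38.6 points (two-sided exact permutation test, p = 0.0117, adjusted p = 0.0544). Within series 97 the stages differed by 0.936 points, so the difference did not hold inside a series. With the replicate block the stage difference was 37.8 points, positive in 5 of 8 pairs (exact sign-flip test, p = 0.0625). Meiocytes exceeded tapetum by 2.69 points (exact permutation test, p = 0.433), and by 2.62 points in 5 of 5 pairs with the replicate block (exact sign-flip test, p = 0.0625, the smallest p that 5 pairs allow). Within series that difference was 1.28 and 4.73 points at 1.5 mm and 2.99 and 1.13 points at 2.0 mm.

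**Figure D3:**
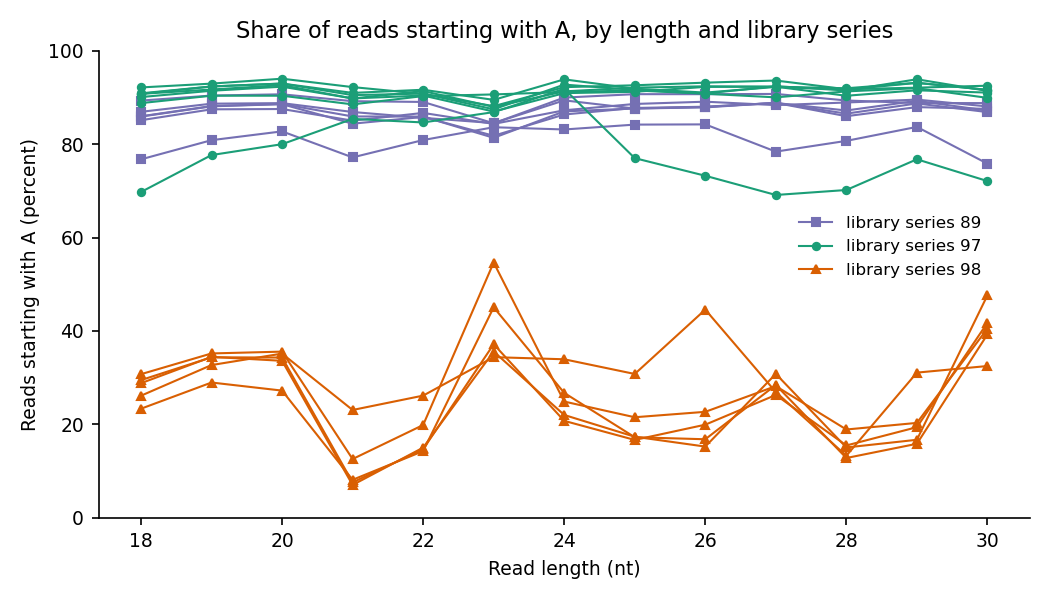
Share of reads that start with A (y axis, percent) per library, with libraries marked by their series 89, 97 or 98. At 24 nt the 5 libraries of series 98 lay between 20.8% and 33.9% and all other libraries between 83.1% and 93.9%.

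The tags that were abundant in whole anthers took up a larger part of the 24-nt reads in meiocytes than in the other captured cells. This measure and its 3 comparisons were chosen after the data were seen, and its values in whole anthers, from which the 1000 tags were taken, were not compared. The set held 37.4% ± 2.396 (SD, n = 2) of 24-nt reads in meiocytes, 21.5% ± 0.745 (n = 2) in tapetum and 19.5% ± 1.69 (n = 2) in outer layers at 1.5 mm. At 2.0 mm it held 52.9% ± 17.8 (n = 3), 39.4% ± 19.6 (n = 3) and 15.001% ± 9.03 (n = 2). Meiocytes exceeded outer layers by 27.9 points (two-sided exact permutation test, p = 0.0167, the smallest p this design allows, adjusted p = 0.0583) and tapetum by 14.7 points (p = 0.1). Tapetum exceeded outer layers by 13.2 points (exact permutation test, p = 0.0667). With the replicate block, meiocytes exceeded tapetum by 14.5 points in 5 of 5 pairs (exact sign-flip test, p = 0.0625), meiocytes exceeded outer layers by 22.8 points in 4 of 4 pairs (p = 0.125) and tapetum exceeded outer layers by 7.54 points in 4 of 4 pairs (p = 0.125), each the smallest p the pairs allow. Within series, meiocytes exceeded tapetum by 14.7 and 17.1 points in series 97 and 98 at 1.5 mm and by 14.6 and 11.2 points in series 89 and 97 at 2.0 mm. In series 98 at 1.5 mm and series 89 and 97 at 2.0 mm, meiocytes exceeded outer layers by 19.6, 34.1 and 51.8 points, and tapetum exceeded outer layers by 2.52, 19.5 and 40.6 points.

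**Figure D4:**
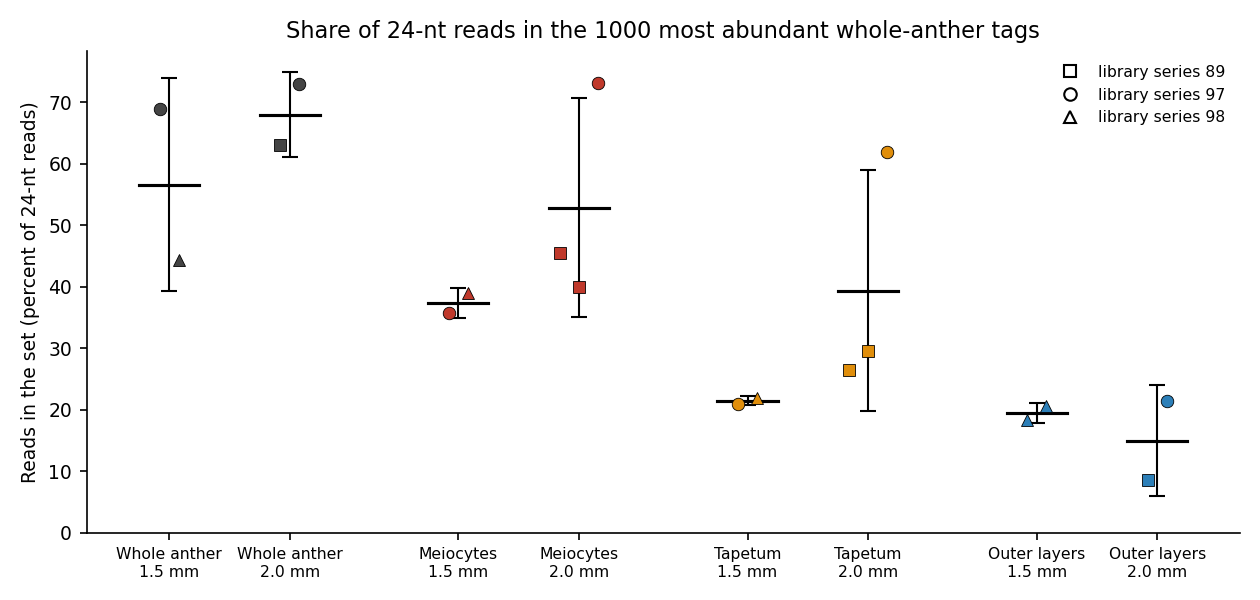
Share of 24-nt reads that fell in the 1000 most abundant 24-nt tags of whole anthers (y axis, percent) per library in the captured-cell and whole-anther groups (x axis); symbols give the library series and lines with bars the group mean ± SD. Group means at 2.0 mm were 52.9% in meiocytes, 39.4% in tapetum and 15.001% in outer layers.

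No single 24-nt tag passed an adjusted p of 0.05 in edgeR's quasi-likelihood test for any of the 11 comparisons of 19601 tags. At an unadjusted p under 0.05 there were 115 tags for meiocytes against tapetum, 110 for meiocytes against outer layers and 78 for tapetum against outer layers at 1.5 mm. At 2.0 mm these counts were 1430, 2538 and 1499. Between stages they were 745 in whole anthers, 1449 in meiocytes, 1022 in tapetum and 1340 in outer layers, and 214 tags had such a p for a change of the meiocyte and tapetum difference between stages. The spread between replicates was large, with a common dispersion of 2.10 or a biological coefficient of variation of 1.45, and at this spread the test recovered 0 of 200 simulated tags changed by 32-fold. With the library number block the coefficient was 1.10. With that block 1310 tags, 1044 higher and 266 lower in meiocytes, passed against outer layers at 2.0 mm, 295 tags, 159 higher and 136 lower in tapetum, passed for tapetum against outer layers, and the other 9 comparisons stayed at 0. The replicate block gave 0 tags for meiocytes against tapetum at both stages, 2 tags for meiocytes against outer layers at each stage and 1 for tapetum against outer layers at 1.5 mm. Each tag called at 1.5 mm differed at 1 base from the end of the 5′ adapter. DESeq2 passed tags in all 11 comparisons, from 9 to 432 tags. The 432 for meiocytes against outer layers at 2.0 mm were 131 higher and 301 lower. The 291 for tapetum against outer layers were 83 higher and 208 lower. These calls leaned the other way than with the library number block, but DESeq2 also scaled the libraries differently. For meiocytes against outer layers at 2.0 mm the median log2 fold change was 3.23 with that block and 0 with DESeq2. For tapetum against outer layers it was 1.57 and 0. Scaling may thus account for part of the lean. DESeq2 passed 57 for meiocytes against tapetum at 2.0 mm, all of them near absent in 1 group, of which 43 had an unadjusted p under 0.05 in edgeR.

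The 3 most abundant 24-nt tags all had their highest levels in whole anthers, and all start with A, the first base whose share differed between library series. ATACACTTCTCGCGTTAACTGCTC had a mean of 10165 ± 5051 RPM (SD, n = 2) in whole anthers of 2.0 mm, 2667 ± 3046 (n = 3) in meiocytes, 844 ± 1016 (n = 3) in tapetum and 125 ± 115 (n = 2) in outer layers. AATTGCGGGTCTAGAAAAACAAGC had 10104 ± 5940 (n = 2), 2047 ± 2524 (n = 3), 423 ± 547 (n = 3) and 99.7 ± 104 (n = 2) in the same order. AGCACTCGAGCTTTCACGCCAACA had 6238 ± 1934 (n = 2), 2647 ± 2692 (n = 3), 1725 ± 2346 (n = 3) and 155 ± 153 (n = 2). At 2.0 mm the log2 fold change of meiocytes over tapetum was 1.66 ± 1.46 (SE), 2.28 ± 1.49 and 0.62 ± 1.45 for these tags in that order. At 1.5 mm it was 0.53 ± 1.75, 2.17 ± 1.82 and 1.41 ± 1.80. The lowest edgeR adjusted p among these 6 values was 0.861. Relative to reads of 18 to 30 nt, the median tag shifted by 1.12 (log2) towards meiocytes at 2.0 mm and by 0.59 at 1.5 mm. With TMM factors, a setting that also took the tested 24-nt reads as library size, the shifts were 0.43 and 0.09. With all 24-nt reads as library size and no TMM factors they were 0.37 and 0.10. The change of library size thus gave the shrinkage without TMM factors. The shift at 2.0 mm depended on single libraries. It was 0 without meiocyte replicate 3 and 2.51 without tapetum replicate 3. With TMM factors and with DESeq2, ATACACTTCTCGCGTTAACTGCTC had log2 fold changes of -0.14 and -0.33 at 1.5 mm.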

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

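The tests in this part were chosen after the results were seen, except the test of reads that run on past 34 nt. No biological explanation was tested for these signals, since captured cells also differed from whole anthers in RNA input and stage was partly tied to library series.

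Tags like the 3′ adapter, which no comparison was meant to measure, took up 22.05% of the 18 to 30 nt reads in tapetum replicate 2 at 1.5 mm. This is above the smallest share that 3 reads can show in that library, 0.00018%. The 4 captured-cell libraries of series 98 had between 12.4% and 22.05%. The series 98 whole anther had 0.280%, and the captured cells of series 89 and 97 had at most 0.365%. The most abundant such tag, TGGAATTCTCAGGTGCCAAGG, held 68.2% of the 21-nt tags like the adapter in those 4 libraries. It differed at 1 base, G11A counted from the 5′ end, from the adapter TGGAATTCTCGGGTGCCAAGG, so products of the library adapter are a candidate explanation. Low RNA input alone would have put such reads into the captured cells of all series, but the highest share outside series 98 was 0.365%. The reads appeared in all 3 captured cell types of series 98, at 13.8% in meiocytes, 22.05% in tapetum and 19.7% and 12.4% in outer layers, while the outer layers of series 89 and 97 held 0.292% and 0.222%. The pattern thus followed the library series within captured cells and not the cell type.

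Tags like the 5′ adapter took up 23.04% of the 24-nt reads in outer layers replicate 1 at 1.5 mm, where 3 reads make up 0.000155% of the total. The other captured-cell libraries of series 98 had 5.26%, 13.8% and 18.9%, series 89 had at most 1.08%, series 97 at most 0.149% and the series 98 whole anther 0.0341%. These reads lie inside the 24-nt class, so part of the 24-nt share of series 98 captured cells may not come from plant RNA. Without them meiocytes exceeded tapetum by 7.59 points and outer layers by 9.76 points, and tapetum exceeded outer layers by 2.16 points (exact permutation p = 0.217, 0.183 and 0.717). The 2 tags that edgeR called at 1.5 mm with the replicate block, TCAGAGTTCAACAGTCCGACGATC (log2 fold change -12.88 for meiocytes against outer layers, adjusted p = 0.0118, and -11.98 for tapetum against outer layers, adjusted p = 0.0464) and TCAGAGTACTACAGTCCGACGATC (-12.09 for meiocytes against outer layers, adjusted p = 0.047), were named after their values were seen. Each differed at 1 base (T10A and T8A, counted from the 5′ end) from the last 24 bases of the 5′ adapter, TCAGAGTTCTACAGTCCGACGATC. Products of the 5′ adapter are therefore a candidate explanation for these calls.

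Reads of 31 to 34 nt, which lie outside the total of the tested shares, made up 43.6% of all reads in meiocyte replicate 2 at 1.5 mm. They made up 9.73% to 43.6% in captured cells and 3.84% to 9.11% in whole anthers, all above the smallest share the depth can show. In all 18 libraries 34-nt reads outnumbered 33-nt reads, by 3.19 to 13.8 times, and no tag was longer. Reads that start 1 nt inside one of the 200 most abundant 34-nt tags of a library were counted if they ended with it or 1 nt past it. A median of 89.4% ended past it, against 21.0% at 32 nt and 29.5% at 30 nt. At 32 and 30 nt, reads that ran on further were not counted, so those values are too low as a comparison. The value at 34 nt compares 34-nt with 33-nt reads, so it partly restates their ratio. Longer RNAs whose reads were ended at 34 nt are a candidate explanation, which this test cannot establish. Other ways in which such a limit could arise were not tested.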

How the results depend on the processing

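The alternatives named as chosen after seeing the data in the methods, and the 4 share results added to the 10 laid down, were tested after the results were seen. No phased locus, microRNA, multimapping, phasing threshold or off-period alternative was run, because no genome was used here. A fit without a filter on low counts was not run on the 5345183 distinct 24-nt tags; a mean of at least 1 read took its place. A total of 20 to 24 nt reads cannot change the first-base share and was not applied to it. For tag counts, leaving out a library was not run where a group would keep 1 library.

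Of 95 share values under alternatives other than a left-out replicate, 78 were unchanged: they kept direction and side of the threshold or, where the setting cannot reach an exact p under 0.05, kept direction and moved by less than 1 SD between replicates. The latter include the whole-anther-set difference of meiocytes and outer layers, which passed at p = 0.0167 but stood at 22.8 points (p = 0.125) under both replicate blocks and 35.2 points (p = 0.0556) under the library number block, the smallest exact p each allows. Under the library number block the 24-nt difference of meiocytes and tapetum (9.17 points, p = 0.0417), their 5′ A difference (2.53 points, p = 0.0417) and their difference in the whole-anther set (14.4 points, p = 0.0417) passed 0.05 in exact permutation tests, each at the smallest p the block allows. The same block moved the stage differences to 20.1 points for 24 nt, -1.86 points for 21 nt and 0.936 points for 5′ A, where p cannot fall below 0.25. Only 3 series 97 strata held both stages there. Under the replicate block the 24-nt difference of tapetum and outer layers reversed to -0.464 points (exact p = 0.875), and under the crossed block to -0.464 points (exact p = 1). Leaving out tapetum replicate 3 of 2.0 mm, which has no outer-layer partner and drops out of both blocks, gave the same -0.464 points without a block. The missing library is thus enough for the reversal, but series also enters. In the replicate block tapetum was lower in the pairs that cross series, at 7.34% against 7.54% and 7.35% against 10.8%. It was higher in the pairs within a series, at 8.32% against 7.24% and 7.09% against 6.41%. Both blocks gave a 5′ A stage difference of 37.8 points (exact p = 0.0625) that no longer passed. For shares, passing in this part means an unadjusted p under 0.05. In the main exact permutation tests the adjusted p was 0.0544 for this difference. It was 0.0583 for the whole-anther-set difference of meiocytes and outer layers.

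The 21-nt difference of meiocytes and outer layers passed 0.05 with the 10 most abundant tags left out (-3.43 points), with 20 to 24 nt reads as the total (-11.1 points) and without tags like the 5′ adapter (-5.93 points), each with an exact permutation p of 0.0333. Without tags like the 3′ adapter it shrank instead. It went from -8.44 to -0.628 points at 1.5 mm and from -2.78 to -2.62 points at 2.0 mm. That of tapetum and outer layers passed without tags like the 3′ adapter (-1.29 points) and without the 10 most abundant tags (-2.43 points), both with an exact permutation p of 0.0333. The 21-nt stage difference no longer passed without tags like the 3′ adapter (-1.24 points, exact p = 0.45) or with distinct tags (-1.05 points, exact p = 0.0836). By tissue, removing tags like the 3′ adapter took the stage difference from -6.05 to -0.0593 points in meiocytes, from -9.68 to -0.328 in tapetum and from -11.7 to 1.93 in outer layers, but only from -6.60 to -6.49 in whole anthers, so those tags account for the fall in captured cells and not in whole anthers. For the other 21-nt and 5′ A changes the cause was not tested.

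With single libraries left out, 154 share values were unchanged in the same sense and 12 were not: 1 no longer passed, 5 newly passed and 6 reversed. The 21-nt difference ranged from -8.19 to -3.03 points for meiocytes and outer layers, from -6.96 to 2.68 for meiocytes and tapetum and from -8.29 to 1.35 for tapetum and outer layers. The 24-nt difference of tapetum and outer layers ranged from -0.464 to 3.16 points and the 5′ A difference of meiocytes and tapetum from -14.5 to 19.9. In the whole-anther set, meiocytes exceeded outer layers by 22.8 to 31.1 points and tapetum by 9.63 to 20.3. The other share results kept direction and side in every such fit. Among them were the 24-nt differences of meiocytes from tapetum (1.44 to 10.4 points) and from outer layers (3.37 to 12.4 points). The stage difference ranged from 3.49 to 7.99 points for 24 nt and from -10.9 to -6.10 points for 21 nt.

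The count of 0 tags held in 84 of 102 alternative fits and in all 24 fits with a library left out. In the latter, meiocytes against tapetum at 2.0 mm gave 487 to 2369 tags at an unadjusted p under 0.05. The library number block gave 1310 tags (1044 higher, 266 lower) for meiocytes and 295 (159 higher, 136 lower) for tapetum against outer layers at 2.0 mm. The replicate block gave 2 tags for meiocytes against outer layers at 1.5 mm, 1 for tapetum against outer layers at 1.5 mm and 2 for meiocytes against outer layers at 2.0 mm; the crossed block gave 1 for meiocytes against outer layers at 1.5 mm. The pair at 2.0 mm, named after its values were seen, was ACTCATAGACATCAACAACGACGT (log2 fold change 12.56, adjusted p = 0.0404) and ATCGTTCCTTTCTCCTCAGCCCAC (-12.46, adjusted p = 0.0349). A fit of only the groups compared gave 8 tags between stages in outer layers. DESeq2 gave 9, 44 and 60 tags for meiocytes against tapetum, meiocytes against outer layers and tapetum against outer layers at 1.5 mm, and 57, 432 (131 higher, 301 lower) and 291 (83 higher, 208 lower) at 2.0 mm. It gave 142, 106, 90 and 428 between stages in whole anthers, meiocytes, tapetum and outer layers, and 15 for the change of the meiocyte and tapetum difference. Of the DESeq2 calls, 67.8% to 100% per comparison were near absent in 1 group. DESeq2 scaled the libraries by the tested tags, so its counts differ in scaling as well as in the test. The cause of these changes was not tested.

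Of 54 alternative values of the 3 most abundant tags, 52 kept direction; ATACACTTCTCGCGTTAACTGCTC reversed at 1.5 mm to -0.14 with TMM factors and -0.33 with DESeq2. AGCACTCGAGCTTTCACGCCAACA at 2.0 mm ranged from -0.66 to 2.84 with single libraries left out. The lowest adjusted p over all alternatives of these tags was 0.387. The shallowest library held 1181174 reads of 18 to 30 nt, so tags under 2.54 RPM were not detectable there.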

Other observations

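The tests of the first base, of 5′ adapter reads, of fragment background among 20 to 24 nt reads, of library series, of partners among tags of at least 500 reads and of other splits were chosen only after the results were seen.

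The 5′ A share of 24-nt reads differed between library series, at 83.1% to 93.9% in series 89 and 97 and 20.8% to 33.9% in series 98. At the 12 other lengths from 18 to 30 nt the median difference between these series ranged from 48.3 to 80.4 points, with a median of 66.0. Among 3000 abundant 24-nt tags of the series 98 whole anther, levels in the series 97 anther of 1.5 mm were 2.63 times as high for tags starting with A, and 0.0571, 0.0983 and 0.0428 times as high for tags starting with C, G and T. A preference for 5′ A in library preparation or ligation is a candidate explanation for this pattern. An untrimmed A would leave 25-nt copies with A in front, but these reached 0.897% of the reads of the sequences themselves. A first base misread as A would have moved the missing reads to A forms, which gained 7.24% of them. Reads like the 5′ adapter did not account for it, since the highest share in series 98 without them was 33.96%. Stage did not account for it either, at 0.936 points inside series 97. The library kit lot or protocol was not tested.

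Some abundant 24-nt tags were present in 1 pair of whole anthers and absent from the other. By a limit of 0.05% of the highest anther, with at least 500 reads there, 240 tags were found only in the whole anthers of series 89 and 98, 99 only in the 2 of series 97, and 2802 were shared. The 240 tags held 6.40% to 6.57% of the 24-nt reads of their own anthers and 0.304% to 7.17% of those of all 14 captured-cell libraries. The 99 tags held 5.03% and 5.10% in their own anthers and at most 0.230% in captured cells. A difference between library series would have removed the 240 tags from series 97 captured cells, which held at least 0.641%. The first-base preference may contribute, since 36.3% of the absent tags started with A against 43.2% of shared tags and 77.8% of those found only in the series 97 anthers. It would not by itself remove tags that start with A, and 87 of the 240 did. Shallow sequencing would have left few reads to expect, but for the 87 absent tags starting with A at least 112 reads were expected in each series 97 anther and at most 26 were observed. Sequence differences between plants remain a candidate explanation. Partners with 1 substitution were sought among tags found in only 1 pair. Pair-specific tags were matched to those of the other pair, but shared tags to those of both pairs, which gives shared tags the larger chance. Among partners of at least 50 reads, 9.73% of the 339 pair-specific tags and 12.9% of the shared tags had one (Fisher's exact test, two-sided, p = 0.0996). Run after that, among tags of at least 500 reads, 2.36% and 0.892% had one (odds ratio 2.69, Fisher's exact p = 0.0209). The pools gave opposite directions, and the larger chance of shared tags lowers the odds ratio in each. In the pool of at least 500 reads a pair of tags that match each other counts for both members. The test was therefore inconclusive, and the pattern cannot be told apart from sequence differences between plants or from causes not tested. An example of such a pair was ATTGATTTTGTGGTTGGTACTTTC and ATTGATTCTGTGGTTGGTACTTTC, T8C counted from the 5′ end of the first. The 2 whole anthers of series 97, of different stages, correlated at 0.965 in their 24-nt tag levels. Whole anthers of the same stage correlated at 0.397 at 1.5 mm and 0.761 at 2.0 mm. Whether all whole anthers came from the same stock and carry the right labels could not be checked here.

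Fragments of longer RNAs were tested as an explanation of the lower 24-nt share of captured cells, without a decision. Reads ending in CGCACGGATTCGT, the 3′ end of the most abundant tag, differed by -6.76 points between whole anthers and captured cells among reads of other lengths than 24 nt (two-sided exact permutation p = 0.0302), at 2.83% to 6.87% against 5.06% to 21.2%. This difference covers reads with 1 shared 3′ end, as a percent of reads of other lengths. Its size therefore cannot be set against the 59.6 points of the 24-nt share. The ranges overlap, and the 3′ end was taken from a tag that is itself abundant in captured cells, so the test cannot separate the explanations. The 24-nt reads of captured cells were not only random fragments. Opposite 24-nt tags overlapped by 22 nt, as Dicer-type duplexes do, more often than by any other length examined. The ratio to the mean of the other lengths was at least 3.11 in the 14 captured-cell libraries and 2.88 to 3.60 in whole anthers. In the library at 3.11, outer layers replicate 1 of 2.0 mm, 1.56% of tags overlapped so, against at most 0.724% at another length. Whether a biological difference or a fragment background underlies the difference was left undecided.

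The higher 24-nt share of meiocytes over tapetum was also examined among 20 to 24 nt reads alone. The difference went from 0.473 to -1.17 points in series 97 at 1.5 mm, but widened from 6.88, 3.999 and 25.3 to 12.8, 8.14 and 26.5 points in the other strata of stage and series. A smaller total raises every share, so wider point differences are partly built in. Abundant 23-nt fragments also stay inside this total. The test could therefore neither support nor exclude a fragment background. Same-numbered meiocyte and tapetum libraries shared their tag levels closely, with a median correlation of 0.827 across tags, which are not independent replicates. RNA of 1 cell type captured with the other would give this, as would the same RNAs in both cell types, so neither can be excluded. These pairs also shared a library series. In series 89 at 2.0 mm, pairs with different numbers correlated at 0.835 and 0.766 and same-numbered pairs at 0.759 and 0.803, so the shared series may account for these correlations without a shared capture. Across captured-cell libraries the median correlation was 0.849 within a group and series, 0.616 within a group across series, 0.736 between groups in a series and 0.376 between groups across series. Over tags starting with A, which sets the first-base difference aside, these medians were 0.825, 0.614, 0.693 and 0.639. The first base thus accounts for much of the low value between groups across series. Most pairs within a group across series join series 89 and 97, which both had a high 5′ A share, so their median cannot show its effect. The pairs that reach series 98 rose over these tags, from 0.354 to 0.697 for meiocytes and from 0.326 to 0.598 for tapetum at 1.5 mm.

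For the count of 0 tags between meiocytes and tapetum at 2.0 mm the comparison with other splits was uninformative, since any split gives at least 0 tags. All 4 of the 4 splits of the 6 libraries that part every same-numbered pair, the real one included, did so. At an unadjusted p under 0.05 the real split gave 1430 tags and the 3 others 831 to 1145. The 4 splits with both series 97 libraries in 1 arm gave 2087 to 3963, more than the real split. These 2 libraries also share replicate number 3, so series and number could not be separated here. Series or number thus separated the 6 libraries more than the cell type did. In 12 tests of whether a tissue difference in shares changed between stages, exact permutation p ran from 0.283 to 1. These tests permuted tissue labels within each stage, which assumes no tissue difference at either stage. A tissue difference common to the stages widens that spread, so the tests cannot show that the differences stayed the same.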
